A study of Mus musculus with 18 samples.

How the data were processed

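H3K27me3 was profiled by bulk CUT&Tag in the medial ganglionic eminence (MGE) of mouse embryos at E12.5 and E15.5, per the labels. CUT&Tag tethers a transposase to an antibody, here against trimethylated lysine 27 of histone H3, so that DNA near the mark is tagged and sequenced. Ezh2, which encodes a methyltransferase that places this mark, was deleted with an Nkx2-1 driven Cre. MGEs of embryos of the same genotype were combined where applicable, per the labels' protocols. Libraries were grouped by the genotype and stage in the labels, with 3 WT and 3 KO libraries at each stage. The 6 heterozygous samples of the 18 in the series were not analysed here.

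Each of the 12 libraries has its own list of intervals, so the lists were not pooled over replicates. The aligner, the peak caller, its threshold and the genome build are not stated in the labels' protocols, and the lists have no header. All intervals lie on a grid of 200 bp windows, and neighbouring intervals are at least 800 bp apart. The count of each interval is used as the authors deposited it and is a whole number that is not normalized. The score of each interval was also deposited by the authors, and was used only to rank or filter intervals. In intervals of a single window that lie below the ceiling of 1000 per window, the score equalled the negative natural log of the Poisson probability of the count at 1 mean per library. The largest misfit was 0.0014, in E12.5 KO replicate 2. This recovered mean count per window is used as the depth of a library. That it is proportional to the total reads is an assumption, since the labels do not state how the score was made.

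The gene table is of assembly GRCm38. Its positions were checked against the lists, and at the annotated positions all 39 Hox genes had an interval within 2500 bp of a gene end in every library, against at most 15 of 39 after shifts of 500000 or 1000000 bp in either direction. Coordinates are given in GRCm38, counted from 1. The table has no strand, so start sites could not be placed. Intervals within 2500 bp of either end of a gene were counted in place of promoter intervals, for 21627 protein-coding genes on the autosomes and chromosome X, and the promoter measure that had been fixed before the data were examined was not run.

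The tests of the peak measures, the 4 lists of genes and most of their alternatives were fixed before the data were examined, for peak lists without counts. The difference between the stages in the share on chromosome X was added after seeing the data. Each measure is 1 value per library. The difference between genotypes was tested by an exact two-sided permutation test over 20 assignments per stage, for which the smallest p is 0.1, or over 400 assignments within the stages, for which it is 0.005. Overlap of lists was measured by the Jaccard index of covered bases, which requires at least 1 shared bp, and tested one-sided. The index equalled that of bedtools 2.31.1 in a check on 1 pair of libraries. Regions are merged intervals of the lists compared.

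Because the lists hold counts, a count test was added after seeing the data. Counts were summed per region over autosomal regions called in every library compared, and tested with edgeR 4.0.16 (quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05) in R 4.3.3, with library sizes proportional to the depth. The depth was chosen as the scaling after the numbers of changed regions with it, with TMM factors and with column sums had been seen, so the numbers with TMM factors are given beside it. The SE of a change is its size over the square root of the F statistic. The alternatives were TMM factors, DESeq2 1.42.0 with its own size factors, all chromosomes, regions called in most libraries, regions whose covered length differed by at most 1.5-fold, a mean count of at least 50, the replicate number as a block, and leaving out each replicate. Normalised counts are counts scaled to the mean depth of the 12 libraries. On simulated counts with 200 regions changed 2-fold, the test recovered 32.5% of them among 3236 regions at E12.5, 63% among 2774 at E15.5 and 82.5% among 2367 over both stages, with 5 false calls in each. These counts were drawn in proportion to the depth, with changes in both directions. They therefore cannot show errors from the scaling or from covered length that varies with depth. Intervals that were not called have no count, so changes that remove an interval from any list are outside this test.

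The genes named are those of 4 lists (Hox genes, ventral telencephalon genes, other developmental regulators and housekeeping genes) that were called in every library of one genotype of a stage and in none of the other, with Nkx2-1, Lhx6, Sst and Ezh2 always, and the up to 3 longest regions lost or gained at each stage. Other regions named were chosen after their values were seen. Genes inside a region are given in place of start sites. Lists of X-linked genes that escape or undergo X inactivation were written before their test. Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Intervals given for shares are Wilson 95% confidence intervals and cover counting error only.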

Results

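H3K27me3 was compared between WT and Ezh2 KO MGE, the embryonic source of many forebrain interneurons, to ask how loss of Ezh2 changes the distribution of the mark at E12.5 and at E15.5. The lists held from 5008 intervals in E12.5 WT replicate 1 to 13289 in E12.5 WT replicate 3. The counts in intervals ranged from 573838 in E15.5 WT replicate 1 to 6846250 in E12.5 WT replicate 2. The recovered depth, the mean count per 200 bp window, which is taken to be proportional to the total reads without a statement of this in the labels, was 0.117, 0.698 and 0.481 in the E12.5 WT libraries and 0.212, 0.272 and 0.243 in the E12.5 KO libraries. It was 0.0751, 0.129 and 0.150 in the E15.5 WT libraries and 0.179, 0.216 and 0.346 in the E15.5 KO libraries. The WT libraries therefore had the higher mean depth at E12.5 and the lower one at E15.5.

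Ezh2 itself had no interval near either gene end in any of the 12 libraries, so the lists carry no measure of the deletion.

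The number of intervals was 9715 ± 4255 (SD, n = 3) in WT and 9998 ± 3679 (SD, n = 3) in KO at E12.5, a difference of 0.08 on the log2 scale (exact permutation p = 0.7). At E15.5 it was 5813 ± 793 (SD, n = 3) in WT and 7286 ± 1974 (SD, n = 3) in KO, a log2 difference of 0.30 (exact permutation p = 0.3). Over both stages the log2 difference was 0.19 (exact permutation p = 0.49), and the stages did not differ detectably in it (log2 difference 0.22, exact permutation p = 0.695). The alternative that moved the E12.5 difference most was leaving out E12.5 WT replicate 1, the shallowest E12.5 library, which gave -0.34 (exact permutation p = 0.8). On the autosomes it was -0.19 (exact permutation p = 0.5). From E12.5 to E15.5 the number changed by -0.63 on the log2 scale in WT (exact permutation p = 0.4) and by -0.41 in KO (exact permutation p = 0.3).

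Intervals covered 54.9 ± 23.0 Mb (SD, n = 3) in WT and 41.8 ± 1.3 Mb (SD, n = 3) in KO at E12.5, a log2 difference of -0.29 (exact permutation p = 0.4). At E15.5 they covered 30.8 ± 9.1 Mb (SD, n = 3) in WT and 38.6 ± 6.3 Mb (SD, n = 3) in KO, a log2 difference of 0.36 (exact permutation p = 0.4). The log2 difference over both stages was 0.04 (exact permutation p = 0.925) and the difference between the stages was 0.64 (exact permutation p = 0.2). Covered bases changed by -0.77 in WT (exact permutation p = 0.3) and by -0.13 in KO (exact permutation p = 0.6) from E12.5 to E15.5, on the log2 scale. The median width of an interval differed by -0.23 over both stages (exact permutation p = 0.505), and by 0.44 between the stages (exact permutation p = 0.545). None of these differences exceeded the spread between replicates by its test. Without E12.5 WT replicate 1 the difference between the stages in covered bases was 1.06 (exact permutation p = 0.02). On the autosomes the covered bases differed by -0.10 over both stages (exact permutation p = 0.725), and those of KO changed by 0.18 between the stages (exact permutation p = 0.4).

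**Figure D1:**
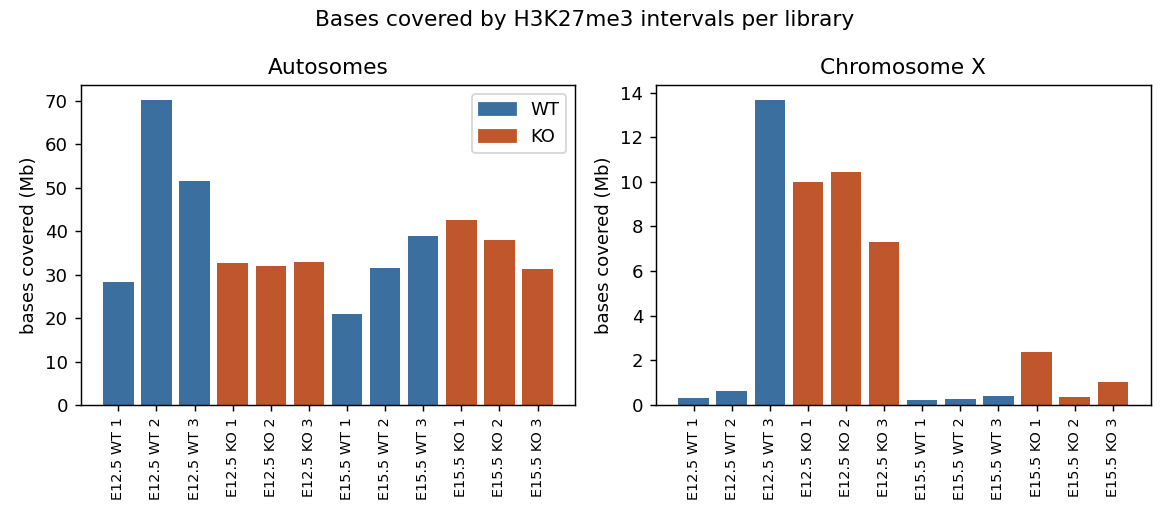
Bases covered by intervals in Mb for each library, on the autosomes (left) and on chromosome X (right, own axis), with 1 bar per library coloured by genotype. On chromosome X the E12.5 KO libraries reach 9.98, 10.4 and 7.31 Mb and E12.5 WT replicate 3 reaches 13.7 Mb.

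Chromosome X held 22.0 ± 3.4% (SD, n = 3) of the covered bases in E12.5 KO and 3.15 ± 2.22% (SD, n = 3) in E15.5 KO. In E12.5 WT it held 1.13%, 0.914% and 20.9% in replicates 1, 2 and 3, and in E15.5 WT 0.967 ± 0.102% (SD, n = 3). The difference over both stages was 8.27 percentage points (exact permutation p = 0.065), and was 11.6 without E12.5 WT replicate 3 (exact permutation p = 0.015) and 8.84 without E15.5 KO replicate 2 (exact permutation p = 0.03). The stages did not differ detectably in it (-12.2 percentage points, exact permutation p = 0.29). The share of counts on X was 6.05% (Wilson 95% interval 6.02 to 6.07%) in E12.5 WT replicate 3 and 0.556% (0.551 to 0.562%) in E12.5 WT replicate 2.

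Within the E12.5 libraries the mean Jaccard index was 0.604 ± 0.016 (SD, 3 pairs) between KO lists, 0.451 ± 0.085 (SD, 3 pairs) between WT lists and 0.476 ± 0.067 (SD, 9 pairs) between genotypes. Pairs within a genotype exceeded pairs between genotypes by 0.051 at E12.5 (exact permutation p = 0.1, the smallest possible) and by 0.017 at E15.5 (exact permutation p = 0.2). Over both stages the excess was 0.034 (exact permutation p = 0.02). On the autosomes alone it was 0.028 (exact permutation p = 0.13), and without E12.5 KO replicate 2 it was 0.012 (exact permutation p = 0.32). Leaving out any other KO library also gave a p above the threshold, from 0.08 to 0.27 by exact permutation. Pairs within a stage exceeded pairs between stages by 0.087 (exact permutation p = 0.02), computed within each genotype. This was 0.067 without E15.5 WT replicate 1 (exact permutation p = 0.05) and 0.089 without E15.5 WT replicate 3 (exact permutation p = 0.06).

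At E12.5, 120 of 14902 merged regions were called in all 3 WT and no KO library, and 5 in all 3 KO and no WT library. At E15.5, 6 of 11880 regions were lost in this sense and 176 were gained. Single libraries decided these counts: 1434 regions were lost at E12.5 without E12.5 WT replicate 1, 630 were gained at E12.5 without E12.5 WT replicate 3, 88 were lost at E15.5 without E15.5 WT replicate 1, and 490 were gained at E15.5 without E15.5 KO replicate 2. Over both stages 0 of 18234 regions were lost and 0 gained in all libraries. In WT, 435 regions were called at E12.5 only and 24 at E15.5 only. The mean depth was 0.432 in E12.5 WT and 0.118 in E15.5 WT. Neither these numbers nor the WT changes between stages in intervals and covered bases were adjusted for depth. In KO, 758 were called at E12.5 only and 189 at E15.5 only, and on the autosomes the first number was 135. Without E12.5 WT replicate 1, 2654 regions were called at E12.5 only in WT, and without E15.5 WT replicate 1, 55 at E15.5 only. In KO, 1731 were called at E12.5 only without E12.5 KO replicate 1, and 353 at E15.5 only without E15.5 KO replicate 2. The longest region lost at E12.5 lay at chromosome 9, 56721601 to 56750800, inside Lingo1, with counts of 9, 674 and 298 in the WT libraries. The next longest lay at chromosome 9, 56751601 to 56778600, also inside Lingo1, and at chromosome 12, 33101401 to 33124800, with no annotated protein-coding gene. Both Lingo1 regions lay in a region merged over both stages, at chromosome 9, 56721201 to 56806800, that was called in every library. Its normalised counts at E12.5 were 1340 ± 449.7 in WT and 383.9 ± 132.5 in KO (SD, n = 3). Over both stages its log2 change was -1.36 (edgeR adjusted p = 7.41e-09), and -1.09 with TMM factors. The counts there were thus lower in KO rather than absent. The regions gained at E12.5 included chromosome 9, 96938001 to 96946800, with an end of Spsb4 inside, chromosome X, 151430401 to 151436400, in Fam120c, and chromosome 18, 84763601 to 84768600, outside genes. At E15.5 the longest lost regions lay at chromosome 19, 15222601 to 15237000, chromosome 2, 168340201 to 168347400, and chromosome 6, 77240601 to 77245600, the last over Ctnna2 and Lrrtm1. The longest gained regions were at chromosome 4, 10966401 to 10982600, chromosome 6, 39737801 to 39753200, and chromosome 5, 75341201 to 75356400, outside annotated protein-coding genes.

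Near gene ends, 23.7 ± 7.0% (SD, n = 3) of protein-coding genes had an interval in E12.5 WT, 20.2 ± 3.5% (SD, n = 3) in E12.5 KO, 16.1 ± 2.8% (SD, n = 3) in E15.5 WT and 18.7 ± 1.8% (SD, n = 3) in E15.5 KO. The log2 difference in the number of genes was -0.20 at E12.5 (exact permutation p = 0.6), 0.22 at E15.5 (exact permutation p = 0.2), 0.01 over both stages (exact permutation p = 0.95) and 0.42 between the stages (exact permutation p = 0.245). Without E12.5 WT replicate 1 the last was 0.69 (exact permutation p = 0.035) and that over both stages was -0.12 (exact permutation p = 0.53). With lists of equal length these were 0.29 (exact permutation p = 0.045) and -0.06 (exact permutation p = 0.45). All 39 Hox genes and all 36 other developmental regulators had an interval in every library. Of the ventral telencephalon genes, 98.3 ± 2.9% (SD, n = 3) had one in both E12.5 groups, 93.3 ± 5.8% (SD, n = 3) in E15.5 WT and 100% in every E15.5 KO library, a difference over both stages of 3.33 percentage points (exact permutation p = 0.32). Housekeeping genes had one in 11.7 ± 10.4% (SD, n = 3) of cases in E12.5 WT, 3.33 ± 2.89% in E12.5 KO, 8.33 ± 2.89% in E15.5 WT and 6.67 ± 7.64% in E15.5 KO, and the difference over both stages was -5.0 percentage points (exact permutation p = 0.3). Nkx2-1, Lhx6 and Sst had an interval in all 12 libraries, and no gene of the lists was called in every library of one genotype of a stage and in none of the other.

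The count test asked whether shared regions differ in signal. At E12.5, 337 of 3236 autosomal regions had lower and 11 had higher counts in KO (edgeR, adjusted p below 0.05), with a median log2 change of -0.56. With TMM factors, which set the median change to -0.04, 144 were lower and 96 higher, and 155 regions were called in the same direction by both scalings. Without E12.5 KO replicate 3, 1544 were lower, and without E12.5 WT replicate 2, 87. Without E12.5 WT replicate 3, 1 was higher, and without E12.5 KO replicate 1, 24. At E15.5, 47 of 2774 regions were lower and 89 higher (median log2 change -0.02), against 84 and 114 with TMM factors. Without E15.5 KO replicate 3, 18 were lower, without E15.5 WT replicate 1, 87, and without E15.5 KO replicate 1, 48 were higher. Over both stages 139 of 2367 regions were lower and 20 higher, against 116 and 113 with TMM factors, which moved the median from -0.29 to -0.02. Without E15.5 WT replicate 1, 244 were lower, without E12.5 KO replicate 2, 81, and without E12.5 KO replicate 1, 45 were higher. The genotype effect differed between the stages at 147 regions, against 51 with TMM factors and 1071 without E12.5 KO replicate 3. Per library, the mean log2 normalised count of shared regions differed by -0.57 at E12.5 (exact permutation p = 0.2), 0.03 at E15.5 (exact permutation p = 0.9) and -0.28 over both stages (exact permutation p = 0.155), and by 0.67 between the stages (exact permutation p = 0.09), which was 0.76 without E15.5 WT replicate 3 (exact permutation p = 0.035). On the log2 scale, total counts in autosomal intervals over depth differed by -0.28 at E12.5 (exact permutation p = 0.1). Over both stages the difference was -0.16 (exact permutation p = 0.075). Without E15.5 KO replicate 2 the latter was -0.19 (exact permutation p = 0.005, the smallest possible). The corresponding values were -0.04 at E15.5 (exact permutation p = 0.7) and 0.24 between the stages (exact permutation p = 0.28). Autosomal intervals covered 50.0 ± 21.0 Mb in E12.5 WT and 32.6 ± 0.5 Mb in E12.5 KO (SD, n = 3). Counts per kb were 72.2 ± 30.8 in E12.5 WT and 57.6 ± 15.9 in E12.5 KO (SD, n = 3). These counts per kb were not divided by the depth, whose mean was 0.432 in E12.5 WT and 0.243 in E12.5 KO. They therefore do not compare the density of the mark.

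**Figure D2:**
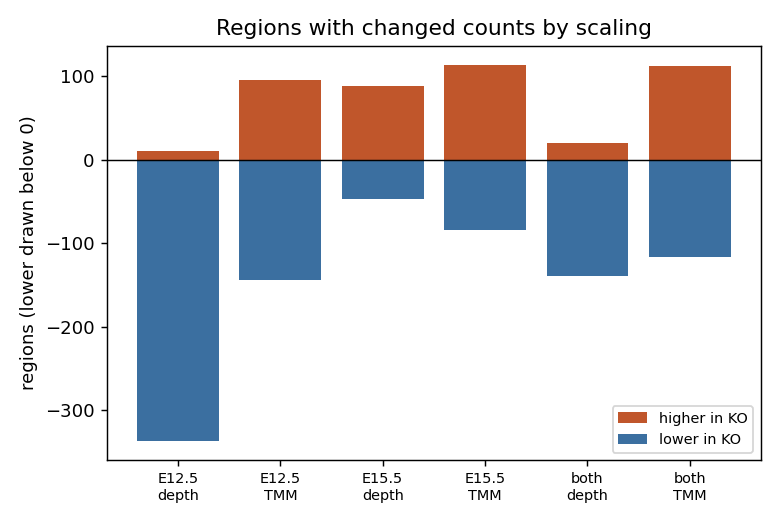
Number of autosomal regions with an adjusted p below 0.05 in the count test for E12.5, E15.5 and both stages, with depth or TMM scaling; bars above 0 are regions higher in KO and bars below 0 regions lower in KO. At E12.5 the 337 lower and 11 higher regions under depth scaling become 144 and 96 under TMM scaling.

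The region at Nkx2-1 (chromosome 12, 56503801 to 56544800 at E12.5) had 1260 ± 332 normalised counts in WT and 2882 ± 1034 in KO (SD, n = 3), a log2 change of 1.19 (SE 0.24, edgeR adjusted p = 6.33e-05). All 3 KO libraries lay above every WT library, as 10% of splits would give by chance in that direction or its reverse. With TMM factors the change was 1.70 (edgeR adjusted p = 0.000524). The adjusted p ranged from 9.46e-15 to 0.0775 over the alternatives, the highest with regions called in most libraries. The adjacent shared region at chromosome 12, 56450201 to 56485800, which overlaps no protein-coding gene of the table, changed by 1.20 at E12.5 (edgeR adjusted p = 0.00387), and by 1.70 with TMM factors. At E15.5 the change was 0.64 (SE 0.23, edgeR adjusted p = 0.149), with 2 of 3 KO libraries above every WT library, and without E15.5 WT replicate 1 it was 1.06 (edgeR adjusted p = 0.000348). The adjusted p at E15.5 ranged from 2.61e-06 to 0.57 over the alternatives, and was also below the threshold with regions of like covered length, at the lowest value, and with the replicate block (0.0152). When adjusted over the list alone it was 0.0491 at E15.5. The change was 0.91 over both stages (SE 0.15, edgeR adjusted p = 1.00e-05). Over its alternatives the adjusted p ranged from 8.04e-12 to 0.0799, and with regions called in most libraries, which gave the highest, it was above the threshold. At Lhx6 (chromosome 2, 36084801 to 36113000 at E15.5) counts were 2532 ± 170 in WT and 3631 ± 561 in KO (SD, n = 3), a log2 change of 0.52 (SE 0.12, edgeR adjusted p = 0.0247), with all 3 KO libraries above every WT library. The adjusted p ranged from 0.000191 to 0.143 over the alternatives and was above the threshold without E15.5 WT replicate 2, WT replicate 3 or KO replicate 3, and with regions called in most libraries (0.106). At E12.5 the change at Lhx6 was 0.12 (edgeR adjusted p = 0.643), 0.62 with TMM factors (edgeR adjusted p = 0.128) and 0.68 with DESeq2 (adjusted p = 0.0273). The adjusted p ranged from 0.0273 to 0.948 over the alternatives, and DESeq2 alone was below the threshold. Over both stages the change at Lhx6 was 0.32 (edgeR adjusted p = 0.0941, and 0.0282 when adjusted over the list alone), 0.57 with TMM factors (edgeR adjusted p = 0.0065) and 0.60 with DESeq2 (adjusted p = 0.000509). The adjusted p ranged from 0.000509 to 0.287 over the alternatives. The region at Sst did not differ at the threshold at E12.5 (log2 change -1.04, edgeR adjusted p = 0.083; -0.52 with TMM factors), with all 3 KO libraries below every WT library and an adjusted p of 0.0428 when adjusted over the list alone, was past it there without E12.5 KO replicate 3 (-1.32, edgeR adjusted p = 0.0121) or E12.5 WT replicate 1 (-1.14, edgeR adjusted p = 0.044), and did not differ at E15.5 (log2 change -0.23, edgeR adjusted p = 0.814), where 1 of 3 KO libraries lay below every WT library. Over both stages the change at Sst was -0.66 (edgeR adjusted p = 0.139, and 0.0426 when adjusted over the list alone). Of 5 regions that hold the Hox genes, 0 were called at either stage with either scaling, and 0 had an unadjusted p below 0.05. No housekeeping gene had a region called in every library of a stage. Of 16 ventral telencephalon regions, 2 were lower and 1 higher at E12.5, and 5 were called when adjusted over the list alone; with TMM factors 1 was lower and 6 higher. At E15.5, 2 of 15 were higher, and 4 were called when adjusted over the list alone. With TMM factors 1 was lower and 2 higher there. Over both stages 1 of 15 was lower and 1 higher, and 7 were called when adjusted over the list alone. With TMM factors 1 was lower and 8 were higher over both stages. Of 36 regions of other regulators, 2 were lower at E12.5 and 1 at E15.5, with 2 and 1 when adjusted over the list alone. With TMM factors 0 were lower and 1 higher at E12.5, and 1 was lower and 0 higher at E15.5. At E12.5 no called region turned in sign. Emx2 went from -0.67 to -0.17 and Neurog1 from -0.68 to -0.17 with TMM factors, and neither was then called. The region called higher was that at Shh, which went from 0.54 to 1.06. At E15.5 the region called lower was that at Emx2 with either scaling. Its log2 change was -0.739 with depth scaling (edgeR adjusted p = 0.00451) and -0.739 with TMM factors (edgeR adjusted p = 0.00106). Over both stages 2 were lower and 0 higher, against 0 and 1 with TMM factors. With depth scaling 5 and 3 of the 36 had an unadjusted p below 0.05 at E12.5 and E15.5. Among regions chosen after their values were seen, that in Foxp4 (chromosome 17, 47896801 to 47928200 at E12.5) had 1451 ± 410 normalised counts in WT and 187 ± 51 in KO (SD, n = 3), a log2 change of -2.96 (SE 0.32, edgeR adjusted p = 6.33e-17), and -1.11 at E15.5 (SE 0.12, edgeR adjusted p = 0.000179). With TMM factors these were -2.43 and -1.13. All 3 KO libraries lay below every WT library at each stage.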

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

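The test of other splits was set before its result was seen. The count test itself, its depth scaling and its alternatives were chosen after seeing the data. The genotype effect on counts differed between E12.5 and E15.5 at 147 of 2367 regions in the edgeR interaction test, and this difference was found by a test of the interaction itself. All 147 had the more positive change at E15.5, and with TMM factors 46 of 51 did. The median difference between the stages was 0.61 on the log2 scale with depth scaling and 0.07 with TMM factors. Of 100 splits of the libraries within stages, 8 gave as many regions, so a chance split of these libraries stays open as an explanation. With TMM factors, 51 regions were called, of which 46 were also called in the same direction with depth scaling. Leaving out 1 replicate gave from 60 regions, without E12.5 WT replicate 2, to 1071, without E12.5 KO replicate 3. Depth also differed in opposite directions between genotypes at the stages, and the like covered length setting called 0 of 130 regions, with 15 at an unadjusted p below 0.05. That setting also drops regions whose intervals a change of the mark would shorten, so depth stays open as an explanation. A biological difference between the stages, which the design names, stays open and untested apart from this comparison.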

How the results depend on the processing

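The alternatives to the peak measures were set before the data were examined, except for depth as a covariate, the measures at gene ends, the autosomes only and the merging of intervals closer than 1000 bp for the differences between stages, the difference between stages in the share on X with all its alternatives, and every alternative of the count test and of the counts over depth, which were chosen after seeing the data.

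On the autosomes only, the E12.5 difference in the number of intervals reversed to -0.19, the covered bases over both stages to -0.10 and the covered bases of KO between stages to 0.18, since the X intervals were left out. The gene-end difference over both stages became -0.011, the overlap over both stages was 0.028 and no longer past the threshold, and the regions gained at E12.5 and at E12.5 only in KO were 2 and 135. With scores above the median of all lists the E12.5 number reversed to -0.29 and the gene-end difference over both stages to -0.0049. With intervals of at least 1000 bp these were -0.081 and -0.043. With depth as a covariate the difference between stages in the number of intervals was -0.59, in covered bases -0.073, and the covered bases over both stages -0.095. The depth slope was fitted with the real groups, so the permutation p of that alternative is approximate. For the other reversals the cause was not tested.

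With lists of equal length (5008 intervals) the gene-end differences were -0.061 over both stages and 0.29 between stages, the second now past the threshold. Regions lost and gained were then 244 and 17 at E12.5, 18 and 99 at E15.5, and 2 and 1 over both stages. Stage-specific regions were 73 at E15.5 only in WT, and 343 at E12.5 only and 298 at E15.5 only in KO. With 10000 bp bins there were 281 lost and 13 gained at E12.5, 1 gained over both stages and 377 at E15.5 only in KO. Calling in at least 2 of 3 libraries gave 1444 lost and 146 gained at E12.5, 113 lost and 675 gained at E15.5, 2671 and 79 stage-specific regions in WT, and 1935 and 508 in KO.

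In the count test, TMM factors gave 144 lower and 96 higher regions at E12.5, 84 lower at E15.5, 113 higher over both stages and 51 differing between stages. DESeq2 gave 144 and 147 at E12.5, 76 lower at E15.5, 146 higher over both stages and 61 differing between stages. Regions called in most libraries gave 85 lower and 0 higher at E12.5 (860 at an unadjusted p below 0.05), 8 and 41 at E15.5, and 31 and 2 over both stages. Regions of like covered length gave 10 and 1 at E12.5, 27 and 32 at E15.5, 9 and 1 over both stages and 0 between stages, with 15 of 130 at an unadjusted p below 0.05. The numbers tested were 422, 473 and 130, and the cause of these changes was not tested.

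The correlations of deviations at the same replicate number were 0.226, 0.033 and 0.115 at E12.5 and -0.246, -0.083 and -0.141 at E15.5. They were positive at E12.5 and negative at E15.5, and were not tested. Whether the replicate numbers pair the libraries thus stays open. With the replicate block, the overlap over both stages was 0.034 with an exact permutation p of 0.125, and the count test gave 625 lower and 19 higher regions at E12.5 and 241 differing between stages. The block changed no other call among the peak measures, and the Nkx2-1 region at E15.5 passed the threshold with it (edgeR adjusted p = 0.0152). The start-site alternatives were not run, since the gene table has no strand.

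Leaving out each replicate in turn, the number of intervals differed by -0.34 to 0.43 at E12.5, by -0.022 to 0.36 over both stages and by -0.13 to 0.64 between stages. Covered bases differed by -0.70 to -0.048 at E12.5 and by 0.11 to 0.56 at E15.5. They differed by -0.17 to 0.15 over both stages and by 0.40 to 1.06 between stages, the latter past the threshold without E12.5 WT replicate 1. The gene-end differences were -0.12 to 0.089 over both stages and 0.27 to 0.69 between stages. The share on X ranged from 6.59 to 11.6 percentage points. The overlap excess ranged from 0.0063 to 0.127 at E12.5 and from -0.0091 to 0.047 at E15.5. It ranged from 0.012 to 0.072 over both stages and from 0.067 to 0.137 between stages. Regions lost ranged from 124 to 1434 at E12.5, 11 to 88 at E15.5 and 0 to 2 over both stages, and regions gained from 6 to 630, 213 to 490 and 0 to 1. Stage-specific regions ranged from 443 to 2654 and 25 to 55 in WT and from 787 to 1731 and 199 to 353 in KO. Without E12.5 WT replicate 1, the shallowest E12.5 library, 1434 regions were lost. The normalised count per shared region differed by -0.054 to 0.12 at E15.5 and by 0.51 to 0.85 between stages, and the counts over depth by -0.11 to 0.022 at E15.5 and by -0.20 to -0.090 over both stages. In the count test, lower regions ranged from 87 to 1544 at E12.5, 18 to 87 at E15.5 and 81 to 244 over both stages, higher regions from 1 to 24, 48 to 89 and 11 to 45, and regions differing between stages from 60 to 1071. The 1544 came without E12.5 KO replicate 3.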

Other observations

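The tests of depth against the number of intervals, of genotype alone and of depth for chromosome X, of a uniform difference in signal, and of extra copies at Nkx2-1, were chosen after the values they use were seen. The other tests were set before their results were seen, but after the numbers of lost and gained regions and of regions with changed counts had been seen.

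The number of autosomal intervals rose with the depth over the 12 libraries (Pearson r 0.808, permutation p = 0.00152, adjusted 0.00188 over the pair of relations computed; Spearman rho 0.804, permutation p = 0.00276). Within stages r was 0.799 at E12.5 (exact permutation p = 0.0222) and 0.781 at E15.5 (exact permutation p = 0.0694), and without the 2 libraries farthest from the median depth it was 0.752. Covered autosomal bases gave r 0.813 over the 12 libraries (adjusted permutation p = 0.00188). Within stages it was 0.941 at E12.5 (exact permutation p = 0.0139) and 0.57 at E15.5 (exact permutation p = 0.231). Without the 2 farthest libraries r over all libraries fell to 0.48, so the relation over the 12 libraries rests on those 2. No biological explanation was tested.

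The outcome went against library depth as the cause of the regions lost at E12.5: the count expected from the WT libraries was above that of the weakest 10% of intervals in all 3 KO lists for 75% of the 120 regions. At E15.5 the same held for 52.8% of the 176 gained regions in the WT lists. These regions were chosen for being absent and the expectation leaves out their density, so depth and a change in the mark cannot be told apart by this test. That judgement was made after the outcome was seen. Other splits of the same libraries gave as many regions in 4 of 10 cases for the 120 lost at E12.5, 10 of 10 for the 5 gained at E12.5, 10 of 10 for the 6 lost at E15.5 and 1 of 10 for the 176 gained at E15.5. For the counts of 0 over both stages all 100 of 100 splits were as large. Any split reaches 0, so that comparison cannot decide anything. Between stages the numbers were 2 of 10 for the 435 regions at E12.5 only in WT, 5 of 10 for the 24 at E15.5 only in WT, and 1 of 10 each for the 758 and 189 regions in KO. With 10 splits the share is never below 0.1.

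In the count test, 1 of 10 splits at E12.5 and 1 of 10 at E15.5, in each case the real one, gave as many changed regions (348 and 136). Over both stages 2 of 100 splits gave as many as the 159 found. The median number over splits was 0 in each.

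Several explanations were tested for the lower counts of E12.5 KO. Reads taken up by chromosome X leave a log2 difference of -0.51 after the X counts are removed from the depth, against -0.57 before, so they do not account for it. A uniform difference in signal to background would move the gene lists as much as all shared regions only if the same windows stayed called. Windows that are not called have no count. The median change of all shared regions was -0.56. The lists did not fall as much: the median change was 0.09 for the 5 Hox regions, 0.03 for the 16 ventral telencephalon regions and -0.13 for the 36 regions of other regulators. Relative to the median of all shared regions of the same library, the KO libraries were higher by 0.76 on the log2 scale for Hox genes (exact permutation p = 0.2), 0.61 for ventral telencephalon genes (exact permutation p = 0.1, the smallest possible) and 0.47 for other regulators (exact permutation p = 0.3). Within E12.5 WT the Hox value fell with rising depth. It was 8.878, 7.641 and 7.964 in replicates 1, 2 and 3, at depths of 0.117, 0.698 and 0.481. These values therefore cannot decide on a uniform difference, since the windows called also enter them. For the ventral telencephalon genes the WT libraries were at 3.494, 3.155 and 3.152 and the KO libraries at 3.905, 3.901 and 3.838. All 3 KO libraries thus lay above every WT library for that list. For the Hox genes and other regulators the libraries of the genotypes overlapped. A uniform difference was not excluded for any of these lists. A growth of the covered length with depth stays open too. Among the 422 regions of like covered length 2.37% were lower, against 10.4% of all regions, but a loss of the mark would itself shorten the intervals, so that choice of regions removes changed ones by its construction. At E15.5 it did not lower the number called lower in proportion, with 27 of 473 regions against 47 of 2774.

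At E12.5, chromosome X held 1.13%, 0.914% and 20.9% of covered bases in WT replicates 1, 2 and 3 and 23.4%, 24.5% and 18.1% in KO replicates 1, 2 and 3. At E15.5 KO replicate 1 had 5.33%. Genotype alone does not account for it, since WT replicate 3 had 20.9% of its covered bases on X, and E15.5 KO replicate 2 was inside the range of the E15.5 WT libraries at 0.885%. Depth does not account for it either, as the deepest library, E12.5 WT replicate 2, had 0.914%. Female embryos in the pool are a candidate explanation that the labels do not allow to be checked. If female embryos were the source, the test set beforehand expected that genes subject to inactivation would have intervals near their ends more often than genes that escape it. The opposite was seen: at least 60% of the 5 escape genes had one in each of E12.5 WT replicate 3 and the 3 E12.5 KO libraries, against at most 38.5% of the 13 genes subject to inactivation. The outcome was thus opposite to the one set beforehand. It was judged undecided, after it was seen, because the lists hold 5 and 13 genes.

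The log2 changes of 2367 shared regions correlated between the stages, which share no library (Pearson r 0.295 across regions, exact permutation p = 0.04 over 400 assignments of genotype). Regions are not independent replicates. Leaving out each library gave r from 0.228 to 0.335. This may reflect regions that change alike at both stages, as at Foxp4. Weakly covered regions did not change more in a way that 3 against 3 libraries can test: r with the count per kb in WT libraries of the other stage was 0.191 at E12.5 (exact permutation p = 0.6) and -0.087 at E15.5 (exact permutation p = 0.7).

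The counts of the Nkx2-1 region were higher in KO at E12.5, by 1.19 on the log2 scale with depth scaling and 1.70 with TMM factors. The shared region just before it, at chromosome 12, 56450201 to 56485800, rose by a like amount, 1.20 with depth scaling and 1.70 with TMM factors. The next shared region on the other side, at 56600601 to 56629800, changed by -0.08 with depth scaling and 0.42 with TMM factors (edgeR adjusted p = 0.784 and 0.244). At E15.5 the changes of these regions were 1.00 before, 0.64 at Nkx2-1 and 0.24 after. Extra copies of this stretch brought by the Cre driver are a candidate explanation, and a gain of the mark over the stretch would look alike in these counts, so they cannot be told apart. The labels name the driver for the KO samples, while the cross they describe would give it to every embryo.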
